A study of Homo sapiens with 16 samples.

How the data were processed

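RNA sequencing of poly(A)-enriched RNA was deposited for 16 libraries of the NOMO-1 leukaemia cell line: DMSO (4), CS1 at 100 nM (3), CS2 at 500 nM (3), shNS (3) and shFTO (3). The deposited values are TPM, a transcript abundance per library total, made by the authors, with 1 column per library; each column sums to 1000000 within rounding. Per the submitters' processing notes RSEM 1.2.31 and the genome build GRCh38 were used; the aligner and the annotation are not given in the sources used here. The unit was inferred from the values. TPM hold no read counts, so depth is unknown and no counting error could be computed. All 16 columns were assigned to a sample by name, and 0 pairs of libraries held identical values.

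Of 26830 entries, 4338 were 0 in every library. Entries with at least 1 TPM in at least 3 libraries were tested (14951). Gene symbols were matched to GENCODE release 29, where 24405 entries were found, 18886 of them protein coding; this release may differ from the one the authors used. Ribosomal RNA shares were summed over 4 entries, and mitochondrial-like shares over 12 entries that resemble mitochondrial sequence. Mitochondrial genes as such, and other genes without an entry such as LILRB4 and TNF, were not analysed here.

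Values were taken as deposited, with no further scaling, as log2(TPM + 1). Limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with a mean-variance trend) fitted 1 mean per group to all 16 libraries together, with no term for replicate number. Tests were two-sided, and p values were adjusted by the Benjamini-Hochberg method over all genes tested within a comparison, with a threshold of 0.05. The 6 comparisons were CS1 against DMSO, CS2 against DMSO, shFTO against shNS, CS1 against CS2, and the response to each compound minus the response to the FTO hairpin. Sums of shares, simulations, sequence searches and plots used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. Overlaps of called genes were set beside the product of the numbers called divided by the genes tested, with Fisher's exact test where the controls were separate. For CS1 and CS2, which share the DMSO libraries, chance values came from 100 simulations of the correlation and 20 simulations of the calls with unchanged groups, and from 6 ways of dividing the DMSO libraries.

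Gene lists, comparisons, the rule for named genes and the alternatives, except those stated below as added, were fixed before the data were examined. The 29 lists covered m6A writers, erasers and readers, genes tied to FTO in leukaemia by earlier work, immune checkpoint ligands and receptors, MYC-associated nucleolar and growth genes, pyrimidine synthesis and salvage, p53 targets, DNA replication, mitosis, mature monocytes and macrophages, promyelocyte granules, HOX and self-renewal genes, a 17-gene leukaemia stemness score, apoptosis regulators, the type I interferon response, inflammatory cytokines and NF-kB, ATF4 and amino acid stress, ER chaperones, glycolysis, cholesterol synthesis, cytosolic ribosomal proteins, nuclear-encoded oxidative phosphorylation, MHC class I and class II presentation, immediate early genes, replication-dependent histones, mitochondrially encoded genes, and markers of lymphocytes, of erythroid cells and megakaryocytes, and of epithelial cells and fibroblasts. Each list was tested with camera from limma with a preset correlation of 0.01, adjusted over the lists of a comparison, and again with the correlation estimated from the data. No list that passed with the preset correlation in CS1 against DMSO, CS2 against DMSO, shFTO against shNS or CS1 against CS2 passed with the estimated one. Fry from limma was run as a further alternative; it asks whether genes of a list change, without comparing them with other genes.

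Named genes were chosen by rule. The rule took FTO in every sample and, for each of CS1, CS2 and the FTO hairpin against its control, the 8 largest rises and the 8 largest falls among genes that passed, had an official symbol, reached a mean of 5 TPM in the higher group and did not overlap between groups. It added up to 4 members of each list with the smallest adjusted p, all members of the FTO-tied list, 5 and 5 genes for CS1 against CS2, and 5 genes per direction called in both of a pair of comparisons. Not all genes the rule selects are printed.

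The test was tried on simulated data with the same number of libraries and 14951 genes, of which some were changed by a known factor. Of the changed genes, 42% (CS1 and CS2 against DMSO), 32% (shFTO against shNS) and 36% (CS1 against CS2) were called with the right sign at 1.2-fold, between 82% and 88% at 1.5-fold, and 100% at 4-fold. Unchanged genes made up between 1.28% and 8.62% of calls. A simulated list shifted by 0.5 was called (camera adjusted p = 7.35e-62), and 0 of 20 unchanged lists were. The trial was not shown to cover lists whose genes vary together, as ribosomal proteins did (estimated correlation 0.845). It therefore does not give the rate of false list calls for such lists.

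The alternatives tried were a pseudocount of 0.1 TPM, no filter on low values, a filter at 5 TPM, quantile normalization, median scaling, robust variance, a fit to the compared groups alone, a term for replicate number, a minimum change of 2-fold, other list tests, and leaving out each library in turn. Removal of ribosomal RNA and mitochondrial-like entries, and the ribosomal RNA share as a covariate, were added after seeing the data.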

Results

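Poly(A)-enriched RNA from NOMO-1 cells, a human line established from acute monocytic leukaemia, was profiled in 16 libraries of 5 groups. Cells were grown for 72 h with the solvent DMSO (n = 4), with 100 nM CS1 (n = 3) or with 500 nM CS2 (n = 3), which the series presents as inhibitors of FTO, the demethylase that removes the m6A mark from RNA. The sample labels give only the names CS1 and CS2. CS1 is taken here to be bisantrene and CS2 to be brequinar. This identity comes from general knowledge of the study's publication, which was not checked here. Brequinar is known as an inhibitor of the pyrimidine synthesis enzyme DHODH. Other cells carried a lentiviral hairpin against FTO (shFTO, n = 3) or its control hairpin (shNS, n = 3) and were selected with 1 µg/ml puromycin for 1 week. The series text describes the replicates as biological. Expression was given as TPM, transcript abundance scaled to the same total in every library, for 26830 entries, of which 14951 were tested. Read counts were not part of the values, so the depth of each library is unknown and no counting interval can be given. Between 18675 and 19358 entries were above 0 in a library, and Pearson's r between replicates of a group, across genes, lay between 0.9877 and 0.993. All fold changes are on the log2(TPM + 1) scale, which understates changes of genes with low TPM. Values after ± are SD.

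The median of all tested genes was itself shifted on this scale, by 0.09 after CS1, by 0.20 after CS2, by 0.07 after the FTO hairpin and by -0.11 for CS1 against CS2. Medians of gene lists are therefore given relative to the median of all tested genes here, while the closing part names those that are not relative. The number of genes passing in each direction is given beside that after median scaling. This shifts all log2(TPM + 1) values of a library by the same constant, to a common median. Genes with low TPM are moved as much as others, which a rescaling of TPM itself would not do. Directions of such genes under median scaling are therefore less certain. After this scaling the median log2 fold change of all tested genes was -0.0857 for CS1, -0.0301 for CS2, -0.0129 for the hairpin and -0.0592 for CS1 against CS2. Ribosomal RNA entries took 3.27% ± 1.202 of TPM in the DMSO libraries, 1.14% ± 0.166 after CS1, 1.73% ± 1.101 after CS2, 2.70% ± 1.55 in shNS and 3.05% ± 0.449 in shFTO. Mitochondrial-like entries took 8.15% ± 0.165 in DMSO, 6.71% ± 0.196 after CS1 and 7.88% ± 0.151 after CS2. Their share was 9.57% ± 0.0642 in shNS and 9.37% ± 0.256 in shFTO.

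The first question was whether the hairpin lowered its target. FTO (chromosome 16, 53701692 to 54158512, GRCh38) fell from 31.6 ± 1.03 TPM in shNS to 7.99 ± 0.445 TPM in shFTO, a log2 fold change of -1.86 (SE 0.060, limma adjusted p = 7.38e-12). The shNS libraries held 31.27, 30.82 and 32.79 TPM and the shFTO libraries 8.12, 7.49 and 8.35 TPM. FTO stood at 33.28, 33.06, 29.57 and 30.69 TPM in the DMSO libraries, at 34.95, 35.94 and 31.33 TPM with CS1, and at 35.27, 33.95 and 33.26 TPM with CS2. Its change did not pass the test after CS1 (log2 fold change 0.10, adjusted p = 0.141) or after CS2 (0.11, adjusted p = 0.0936). The sign of both values turned negative under median scaling and under quantile normalization, and with median scaling the CS2 value passed (-0.12, adjusted p = 0.0263).

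**Figure D1:**
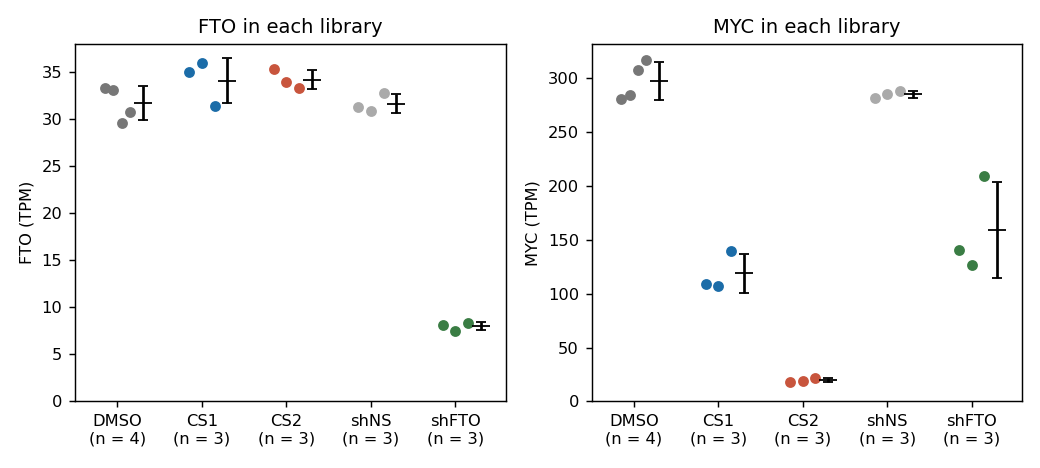
TPM of FTO and of MYC in each of the 16 libraries (vertical axes, TPM), grouped by treatment; dots are libraries and bars are the group mean ± SD. FTO falls to between 7.49 and 8.35 TPM in shFTO and lies above 29 TPM in every other library, while MYC falls from 297 TPM in DMSO to 119 TPM with CS1 and 19.8 TPM with CS2, and from 285 to 159 TPM with the FTO hairpin.

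CS1 was compared with DMSO to ask what this compound changes in NOMO-1 cells. MYC, the growth-promoting transcription factor, fell from 297 ± 17.6 to 119 ± 18.3 TPM (log2 fold change -1.33, SE 0.135, adjusted p = 1.19e-06). INSIG1, which holds back activation of cholesterol synthesis, fell from 497 ± 26.8 to 78.0 ± 7.71 TPM (-2.66, adjusted p = 1.97e-11). The collagenase MMP1 rose from 7.54 ± 0.903 to 180 ± 39.5 TPM (4.39, adjusted p = 1.77e-10), and the stress-induced cytokine GDF15 rose from 0.288 ± 0.193 to 20.9 ± 1.63 TPM (4.10, adjusted p = 9.48e-11). CDKN1A, the cell cycle inhibitor p21, rose from 6.56 ± 0.376 to 53.8 ± 9.35 TPM.

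Markers of mature monocytes and macrophages rose together after CS1. All 19 tested members of that list passed (19 adjusted over the list alone). The relative median was 0.63 (camera adjusted p = 1.97e-09, adjusted p = 0.0681 with an estimated correlation). LYZ, the bactericidal enzyme lysozyme, rose from 75.3 ± 5.66 to 254 ± 8.30 TPM. The lysosomal protein CD68 rose from 83.6 ± 6.53 to 228 ± 9.05 TPM, and the integrin subunit ITGAM rose from 2.198 ± 0.0377 to 10.6 ± 1.85 TPM. S100A8, a calcium-binding protein of myeloid cells, rose from 6.80 ± 1.62 to 64.9 ± 5.55 TPM. Of 23 tested interferon response genes 22 rose and 0 fell (22 and 0 adjusted over the list alone). The relative median was 0.86 (camera adjusted p = 3.4e-08, adjusted p = 0.214 with an estimated correlation). Examples were IFIT3, from 11.8 ± 1.38 to 54.1 ± 9.39 TPM, and IFI6, from 58.8 ± 2.05 to 148 ± 10.5 TPM, both induced by type I interferon. In the inflammatory and NF-kB list 14 of 15 genes rose and 0 fell (14 and 0 adjusted over the list alone). Inflammatory genes had a relative median of 0.86 (camera adjusted p = 4.44e-06, adjusted p = 0.0964 with an estimated correlation). The neutrophil attractant CXCL8 went from 1.63 ± 0.201 to 14.5 ± 2.08 TPM and the NF-kB subunit RELB from 4.59 ± 0.386 to 11.7 ± 0.586 TPM.

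Stress, death and antigen presentation genes also rose more often than they fell after CS1. In the ATF4 and amino acid stress list 17 of 21 rose and 1 fell (17 and 1 adjusted over the list alone). The stress list had a relative median of 0.30 (camera adjusted p = 0.000338, adjusted p = 0.214 with an estimated correlation). After median scaling 12 rose and 2 fell. DDIT3, the stress factor CHOP, rose from 27.1 ± 1.05 to 85.7 ± 5.73 TPM. TRIB3, a pseudokinase induced by ATF4, rose from 90.6 ± 4.97 to 247 ± 9.58 TPM. Among 25 apoptosis regulators 17 rose and 0 fell (17 and 0 adjusted over the list alone). Apoptosis regulators had a relative median of 0.13 (camera adjusted p = 0.00188, adjusted p = 0.214 with an estimated correlation). After median scaling 10 rose and 2 fell. BMF, a promoter of cell death, rose from 9.64 ± 0.337 to 27.9 ± 1.66 TPM. For MHC class I presentation 7 of 8 rose and 0 fell (7 and 0 adjusted over the list alone). Class I genes had a relative median of 0.41 (camera adjusted p = 0.00365, adjusted p = 0.214 with an estimated correlation). HLA-C, a class I heavy chain, rose from 882 ± 13.2 to 1489 ± 41.1 TPM. For MHC class II presentation 3 of 4 rose and 0 fell (4 and 0 adjusted over the list alone). Class II genes had a relative median of 1.02 (camera adjusted p = 0.027, adjusted p = 0.214 with an estimated correlation). The invariant chain CD74 rose from 38.0 ± 1.84 to 83.8 ± 3.71 TPM. Camera called 11 lists after CS1, and the adjusted p of the others lay between 0.155 and 0.978.

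Genes of cholesterol synthesis fell after CS1: 17 of 19 passed downwards and 0 upwards (18 and 0 adjusted over the list alone). Their relative median was -0.53 (camera adjusted p = 2.69e-11, adjusted p = 0.214 with an estimated correlation). DHCR7, which catalyses the last step of the pathway, fell from 108 ± 5.44 to 51.4 ± 2.68 TPM. SQLE, the squalene epoxidase, fell from 177 ± 15.4 to 103 ± 5.84 TPM. Nucleolar and growth genes associated with MYC fell in 15 of 26 cases and rose in 0 (16 and 0 adjusted over the list alone). Nucleolar and growth genes had a relative median of -0.31 (camera adjusted p = 3.4e-08, adjusted p = 0.48 with an estimated correlation). After median scaling 25 fell, and 24 under quantile normalization. NPM1, an abundant nucleolar chaperone, fell from 2614 ± 147 to 1988 ± 150 TPM. FBL, the fibrillarin methyltransferase, fell from 674 ± 41.0 to 492 ± 40.9 TPM. Of 53 messenger RNAs of cytosolic ribosomal proteins 34 fell and 3 rose (37 and 3 adjusted over the list alone). Ribosomal protein genes had a relative median of -0.22 (camera adjusted p = 2.51e-09, adjusted p = 0.628 with an estimated correlation). Under quantile normalization 28 fell and 11 rose, and little of the shift was left (list median -0.0823, all genes -0.0350). With median scaling 46 fell and 0 rose. Replication-dependent histone genes, whose messenger RNAs mostly lack a poly(A) tail and so also track poly(A) selection, fell in 10 of 14 cases and rose in 0 (10 and 0 adjusted over the list alone). Histone genes had a relative median of -1.01 (camera adjusted p = 6.12e-07, adjusted p = 0.177 with an estimated correlation). With median scaling all 14 fell. HIST1H1E, a linker histone, went from 6.29 ± 0.882 to 0.927 ± 0.153 TPM.

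Every tested member of the short list of genes tied to FTO in leukaemia by earlier work passed after CS1, 3 upwards and 3 downwards. Adjusted over the list alone the counts were also 3 and 3. The list was not called (camera adjusted p = 0.657, adjusted p = 0.887 with an estimated correlation). Camera tests for a shift in 1 direction, so rises and falls within a list cancel, and a mixed response cannot be judged by it. ASB2, a ubiquitin ligase subunit, rose from 25.7 ± 1.11 to 43.8 ± 1.25 TPM. RARA, the retinoic acid receptor alpha, rose from 30.0 ± 1.5 to 46.0 ± 0.864 TPM. The glycolytic enzyme PFKP rose from 114 ± 2.61 to 133 ± 1.35 TPM. Besides MYC, the myeloid transcription factor CEBPA fell from 303 ± 6.27 to 254 ± 12.1 TPM. LDHB, a lactate dehydrogenase subunit, fell from 994 ± 16.8 to 888 ± 34.3 TPM. With median scaling PFKP no longer passed (0.05, adjusted p = 0.345). In all, 7747 genes passed after CS1, 5605 higher and 2142 lower. Of these, 423 and 74 changed at least 2-fold. With each library scaled to a common median, 3201 passed higher and 5246 lower, so the direction of weakly changed genes depends on the scaling.

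CS2 was compared with the same DMSO libraries. S100A8 (chromosome 1, 153390032 to 153391188) rose from 6.80 ± 1.62 to 686 ± 29.6 TPM (log2 fold change 6.48, SE 0.187, adjusted p = 3.86e-13). S100A9, its partner in calprotectin, rose from 83.2 ± 4.41 to 1987 ± 62.3 TPM (4.56). The fever-inducing cytokine IL1B rose from 1.27 ± 0.342 to 74.7 ± 7.36 TPM (5.07). The neutrophil collagenase MMP8 rose from 4.03 ± 0.125 to 157 ± 5.02 TPM (4.97). MYC (chromosome 8, 127735434 to 127741434) fell from 297 ± 17.6 to 19.8 ± 2.15 TPM (-3.85, adjusted p = 2.3e-12). INSIG1 (chromosome 7, 155297776 to 155310235) fell from 497 ± 26.8 to 42.8 ± 1.56 TPM (-3.51). CAB39L, a cofactor of the kinase LKB1, fell from 132 ± 3.44 to 9.83 ± 1.22 TPM (-3.62).

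Ribosomal protein messenger RNAs fell as a group after CS2. All 53 tested members passed downwards (53 adjusted over the list alone). The relative median was -1.18 (camera adjusted p = 2.01e-28, adjusted p = 0.421 with an estimated correlation). Under quantile normalization 43 fell and 5 rose. The shift was then smaller, with a list median of -0.698 where all genes had -0.000521. Their joint share of TPM was 10.9% ± 0.493 in DMSO and 5.83% ± 0.082 with CS2. RPL23 fell from 2862 ± 150 to 594 ± 20.2 TPM and RPL3 from 1833 ± 59.7 to 574 ± 13.2 TPM, both proteins of the large subunit. Nucleolar and growth genes associated with MYC fell in 25 of 26 cases and rose in 1 (25 and 1 adjusted over the list alone). This nucleolar list had a relative median of -0.95 (camera adjusted p = 3.71e-10, adjusted p = 0.59 with an estimated correlation). NPM1 fell from 2614 ± 147 to 840 ± 18.0 TPM. BOP1, which acts in ribosome assembly, fell from 99.4 ± 4.55 to 23.0 ± 3.25 TPM. Cholesterol synthesis genes fell in 14 of 19 cases and rose in 3 (14 and 3 adjusted over the list alone). Cholesterol genes had a relative median of -0.61 (camera adjusted p = 5.81e-05, adjusted p = 0.686 with an estimated correlation). SQLE fell from 177 ± 15.4 to 53.9 ± 5.15 TPM. The ER chaperone list fell in 9 of 17 cases and rose in 4 (9 and 4 adjusted over the list alone). The chaperones had a relative median of -0.30 (camera adjusted p = 0.0275, adjusted p = 0.686 with an estimated correlation). After median scaling 13 fell and 3 rose. HSP90B1, the chaperone GRP94, fell from 470 ± 1.35 to 292 ± 10.1 TPM. All 14 histone genes fell (14 adjusted over the list alone). The histones had a relative median of -1.21 (camera adjusted p = 1.93e-05, adjusted p = 0.305 with an estimated correlation).

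Monocyte and macrophage markers rose in 19 of 19 cases after CS2 (19 adjusted over the list alone). The monocyte markers had a relative median of 1.29 (camera adjusted p = 6.93e-06, adjusted p = 0.178 with an estimated correlation). CD68 rose from 83.6 ± 6.53 to 340 ± 23.7 TPM. FCN1, the lectin ficolin-1, rose from 34.4 ± 1.52 to 108 ± 5.44 TPM. The inflammatory and NF-kB list rose in 15 of 15 cases (15 adjusted over the list alone). NF-kB list members had a relative median of 1.26 (camera adjusted p = 5.94e-05, adjusted p = 0.178 with an estimated correlation). CXCL8 rose from 1.63 ± 0.201 to 72.5 ± 17.3 TPM. Interferon response genes rose in 17 of 23 cases and fell in 1 (17 and 1 adjusted over the list alone). Interferon genes had a relative median of 0.63 (camera adjusted p = 0.0275, adjusted p = 0.805 with an estimated correlation). After median scaling 17 rose and 4 fell. OAS3, a sensor of double-stranded RNA, went from 17.6 ± 0.965 to 65.4 ± 5.17 TPM. DNA replication genes rose in 23 of 30 cases and fell in 3 (23 and 4 adjusted over the list alone). Replication genes had a relative median of 0.30 (camera adjusted p = 0.0261, adjusted p = 0.812 with an estimated correlation). After median scaling 18 rose and 5 fell. CCNE2, a cyclin of the entry into S phase, rose from 49.2 ± 0.506 to 260 ± 2.63 TPM. The S phase transcription factor E2F1 rose from 50.1 ± 4.26 to 192 ± 1.96 TPM. CDC6, which loads the replicative helicase, rose from 66.0 ± 1.14 to 183 ± 1.14 TPM. Apoptosis regulators rose in 19 of 25 cases and fell in 2 (20 and 2 adjusted over the list alone). The apoptosis list had a relative median of 0.39 (camera adjusted p = 0.0261, adjusted p = 0.59 with an estimated correlation). After median scaling 15 rose and 4 fell. CASP8, an initiator protease, rose from 34.1 ± 0.535 to 88.9 ± 5.88 TPM. Mitosis genes rose in 19 of 25 cases and fell in 2 (19 and 2 adjusted over the list alone). With median scaling 11 rose and 6 fell, and under quantile normalization 12 rose and 6 fell. The list test did not pass (camera adjusted p = 0.0555). CDK1, the mitotic kinase, rose from 146 ± 4.92 to 312 ± 6.63 TPM. Pyrimidine synthesis and salvage genes rose in 12 of 20 cases and fell in 6 (12 and 6 adjusted over the list alone), with no call for the list (camera adjusted p = 0.691). Pyrimidine genes rose in 10 cases and fell in 7 under either of these scalings. The thymidine salvage kinase TK1 rose from 85.2 ± 1.57 to 280 ± 6.55 TPM. DCK, the deoxycytidine kinase, rose from 62.8 ± 1.68 to 132 ± 6.60 TPM. Camera called 10 lists after CS2, and the adjusted p of the others lay between 0.0555 and 0.936.

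The FTO-tied list again divided 3 upwards and 3 downwards after CS2 (3 and 3 adjusted over the list alone). The camera adjusted p was 0.492, which again cannot judge a mixed response. ASB2 rose from 25.7 ± 1.11 to 73.3 ± 4.47 TPM, RARA from 30.0 ± 1.5 to 67.8 ± 1.28 TPM and PFKP from 114 ± 2.61 to 135 ± 1.28 TPM. CEBPA fell from 303 ± 6.27 to 186 ± 3.78 TPM and LDHB from 994 ± 16.8 to 680 ± 7.81 TPM. PFKP did not pass with median scaling (0.01, adjusted p = 0.768) or quantile normalization (0.02, adjusted p = 0.566). In all, 11079 genes passed after CS2, 7405 higher and 3674 lower, with 1531 and 700 changed at least 2-fold. With median scaling 5199 were higher and 5667 lower.

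**Figure D2:**
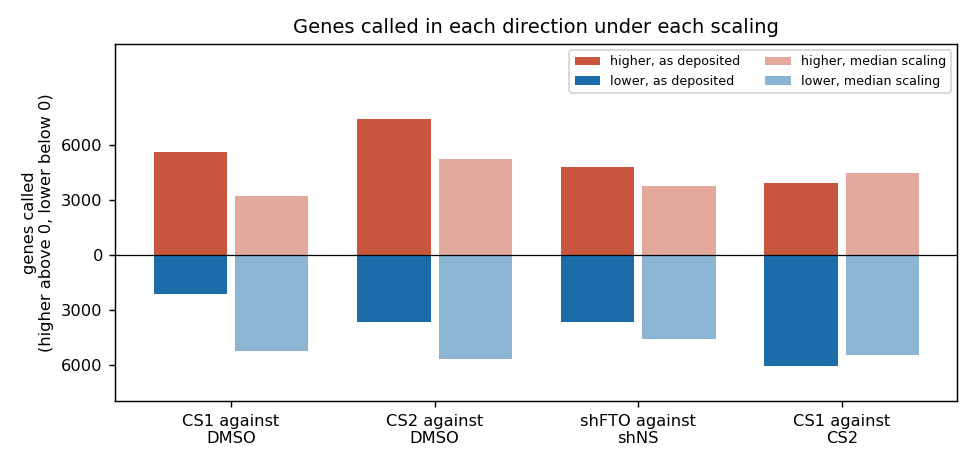
Number of genes that passed limma's test at an adjusted p under 0.05 in each comparison (vertical axis, genes; higher above 0, lower below 0); solid bars are values as deposited and pale bars values scaled to a common median. After CS1 the solid bars stand at 5605 higher and 2142 lower genes, and the pale bars at 3201 and 5246.

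CS1 and CS2 were set side by side at the doses used, which differ (100 nM and 500 nM), so the comparison is not one at matched dose. MYC stood at 119 ± 18.3 TPM with CS1 and 19.8 ± 2.15 TPM with CS2, a log2 difference of 2.52 (95% interval 2.21 to 2.83, adjusted p = 1.28e-09). SNHG5, a host gene of small nucleolar RNAs, stood at 699 ± 6.68 TPM with CS1 and 62.5 ± 4.72 TPM with CS2 (3.46, adjusted p = 2.96e-14). S100A8 was lower with CS1, 64.9 ± 5.55 against 686 ± 29.6 TPM (-3.38, adjusted p = 1.74e-09), as was the channel protein AQP9, 0.71 ± 0.235 against 26.3 ± 2.22 TPM (-4.00, adjusted p = 4.7e-12).

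Ribosomal protein messenger RNAs were higher with CS1 than with CS2 in 53 of 53 cases (53 adjusted over the list alone). Ribosomal proteins had a relative median of 0.95 (camera adjusted p = 1.74e-26, adjusted p = 0.798 with an estimated correlation). Under quantile normalization 42 were higher and 8 lower. The shift was then smaller, with a list median of 0.548 where all genes had -0.0361. RPL23 stood at 2506 ± 136 against 594 ± 20.2 TPM. MYC-associated nucleolar and growth genes were higher in 20 of 26 cases and lower in 1 (21 and 1 adjusted over the list alone, camera adjusted p = 4.15e-06, adjusted p = 0.82 with an estimated correlation). ER chaperones were higher in 9 of 17 cases and lower in 1 (9 and 1 adjusted over the list alone, camera adjusted p = 0.00737, adjusted p = 0.798 with an estimated correlation). Inflammatory and NF-kB genes were lower with CS1 in 13 of 15 cases and higher in 0 (13 and 0 adjusted over the list alone, camera adjusted p = 0.00303, adjusted p = 0.798 with an estimated correlation). IL1B stood at 8.68 ± 1.07 against 74.7 ± 7.36 TPM. DNA replication genes were lower in 22 of 30 cases and higher in 3 (22 and 4 adjusted over the list alone, camera adjusted p = 0.00412, adjusted p = 0.82 with an estimated correlation). Mitosis genes were lower in 18 of 25 cases and higher in 2 (18 and 2 adjusted over the list alone, camera adjusted p = 0.0092, adjusted p = 0.82 with an estimated correlation). Monocyte and macrophage markers were lower in 13 of 19 cases and higher in 1 (14 and 2 adjusted over the list alone, camera adjusted p = 0.0429, adjusted p = 0.798 with an estimated correlation). E2F1 stood at 59.5 ± 1.39 against 192 ± 1.96 TPM. The cholesterol and interferon lists were not called (camera adjusted p = 0.53 and 0.231). A difference did not pass for FTO (-0.0055, 95% interval -0.133 to 0.122, adjusted p = 0.943) or PFKP (-0.020, -0.0883 to 0.0486, adjusted p = 0.599). Of 14951 genes, 9963 differed, 3916 higher with CS1 and 6047 higher with CS2. With median scaling the numbers were 4450 and 5445.

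The FTO hairpin was compared with the control hairpin to ask what loss of FTO messenger RNA changes. LYZ (chromosome 12, 69348341 to 69354234) rose from 163 ± 3.29 to 2226 ± 306 TPM (log2 fold change 3.76, SE 0.078, adjusted p = 1.15e-13). SERPINB2, an inhibitor of plasminogen activators, rose from 4.23 ± 0.157 to 110 ± 35.2 TPM (4.36, adjusted p = 5.32e-11), and CCL18, a chemokine of macrophages, from 11.2 ± 1.32 to 101 ± 15.7 TPM (3.06). EEF1E1, a factor of the multi-tRNA synthetase complex, fell from 12.2 ± 3.01 to 0.257 ± 0.445 TPM (-3.42, SE 0.553, adjusted p = 9.06e-05). EEF1E1 also stood at 0.35 TPM in CS2 replicate 3, against 8.11 and 10.13 TPM in the other CS2 libraries, so a near-zero value arose without the hairpin too. ARHGDIA fell from 289 ± 9.11 to 63.0 ± 6.56 TPM. TOMM40, the channel of mitochondrial protein import, fell from 165 ± 2.21 to 39.3 ± 3.46 TPM. UNG, the uracil-DNA glycosylase, fell from 73.4 ± 3.49 to 18.3 ± 5.49 TPM. ARHGDIA and TOMM40, and UBE2C and DKC1 named below, carry in their 3' UTR the sequence CCTCGGT, which was present in 18 of the 100 most fallen genes and in 45 of 2000 genes matched on length and GC content.

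Growth, replication and energy genes fell more often than they rose after the FTO hairpin. DNA replication genes fell in 30 of 30 cases (30 adjusted over the list alone). The replication list had a relative median of -0.70 (camera adjusted p = 1.28e-12, adjusted p = 0.322 with an estimated correlation). MCM3, a subunit of the replicative helicase, fell from 373 ± 7.53 to 166 ± 32.0 TPM. CDC45, its activator, fell from 59.7 ± 0.469 to 31.1 ± 4.78 TPM. The MYC-associated list fell in 26 of 26 cases (26 adjusted over the list alone). The MYC-associated members had a relative median of -0.81 (camera adjusted p = 8.77e-12, adjusted p = 0.395 with an estimated correlation). FBL fell from 540 ± 11.4 to 309 ± 28.3 TPM. Nuclear-encoded oxidative phosphorylation genes fell in 24 of 30 cases and rose in 1 (25 and 1 adjusted over the list alone). Oxidative phosphorylation genes had a relative median of -0.36 (camera adjusted p = 1.56e-08, adjusted p = 0.227 with an estimated correlation). With quantile normalization 22 of them fell and 1 rose, and the list median was -0.221 where all genes had -0.00879. ATP5A1, a subunit of ATP synthase, went from 618 ± 12.9 to 402 ± 4.95 TPM. Pyrimidine synthesis and salvage genes fell in 14 of 20 cases and rose in 3 (15 and 3 adjusted over the list alone). Pyrimidine genes had a relative median of -0.40 (camera adjusted p = 0.00116, adjusted p = 0.308 with an estimated correlation). CTPS1, the CTP synthase, fell from 77.2 ± 1.22 to 36.2 ± 8.39 TPM. Mitosis genes fell in 14 of 25 cases and rose in 1 (14 and 1 adjusted over the list alone). The mitosis list had a relative median of -0.27 (camera adjusted p = 0.00161, adjusted p = 0.606 with an estimated correlation). Under quantile normalization 13 mitosis genes fell and 3 rose, with a list median of -0.153 where all genes had -0.00879. UBE2C, which serves the anaphase-promoting complex, fell from 57.6 ± 2.45 to 26.4 ± 1.90 TPM. Glycolysis genes fell in 11 of 18 cases and rose in 4 (11 and 4 adjusted over the list alone). The glycolysis list had a relative median of -0.50 (camera adjusted p = 0.00619, adjusted p = 0.606 with an estimated correlation). The glycolytic enzyme GAPDH fell from 4026 ± 90.2 to 2781 ± 72.6 TPM and the aldolase ALDOA from 665 ± 13.7 to 440 ± 33.5 TPM.

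Monocyte markers, chaperones, cholesterol genes and checkpoint molecules rose more often than they fell after the FTO hairpin. Of 19 monocyte and macrophage markers 15 rose and 3 fell (15 and 3 adjusted over the list alone). The mature-cell markers had a relative median of 0.64 (camera adjusted p = 0.000251, adjusted p = 0.227 with an estimated correlation). The integrin subunit ITGB2 went from 405 ± 8.09 to 952 ± 18.9 TPM and the Fc receptor FCGR2A from 33.3 ± 1.21 to 93.4 ± 1.87 TPM. ER chaperones rose in 15 of 17 cases and fell in 0 (15 and 0 adjusted over the list alone). The chaperone list had a relative median of 0.47 (camera adjusted p = 7.38e-06, adjusted p = 0.227 with an estimated correlation). PDIA6, a protein disulfide isomerase, rose from 360 ± 7.62 to 573 ± 21.8 TPM. Cholesterol synthesis genes rose in 16 of 19 cases and fell in 0 (17 and 0 adjusted over the list alone). The cholesterol list had a relative median of 0.47 (camera adjusted p = 4.79e-05, adjusted p = 0.479 with an estimated correlation). HMGCS1, an early enzyme of the pathway, rose from 40.7 ± 0.874 to 103 ± 5.81 TPM. Immune checkpoint genes rose in 10 of 12 cases and fell in 1 (10 and 1 adjusted over the list alone). Checkpoint genes had a relative median of 0.43 (camera adjusted p = 0.00426, adjusted p = 0.227 with an estimated correlation). SIRPA, the receptor for CD47, rose from 218 ± 4.03 to 314 ± 7.99 TPM and CD47 itself from 48.4 ± 1.27 to 67.7 ± 4.85 TPM. C10orf54, the older symbol of the checkpoint protein VSIR, rose from 26.4 ± 0.425 to 40.5 ± 2.35 TPM. LILRB4 was not analysed here. Interferon response genes rose in 15 of 23 cases and fell in 1 (15 and 1 adjusted over the list alone). The interferon list had a relative median of 0.26 (camera adjusted p = 0.0337, adjusted p = 0.687 with an estimated correlation). After median scaling 11 rose and 3 fell. IFI6 rose from 150 ± 9.14 to 306 ± 2.80 TPM. Camera called 12 lists after the hairpin, and the adjusted p of the others lay between 0.0635 and 0.864.

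In the FTO-tied list 4 of 6 genes fell and 1 rose after the hairpin (4 and 1 adjusted over the list alone). The FTO-tied genes had a relative median of -0.38 (camera adjusted p = 0.0423, adjusted p = 0.479 with an estimated correlation). Under quantile normalization the shift was smaller, with a list median of -0.188 where all genes had -0.00879. MYC fell from 285 ± 3.40 to 159 ± 44.3 TPM (-0.87, SE 0.145, adjusted p = 0.000117). PFKP fell from 116 ± 1.41 to 75.7 ± 3.12 TPM, LDHB from 983 ± 28.1 to 748 ± 9.47 TPM and CEBPA from 253 ± 3.58 to 219 ± 4.35 TPM. ASB2 rose from 26.6 ± 1.11 to 29.8 ± 1.08 TPM (0.16, adjusted p = 0.0145), a call that was lost with median scaling (0.08, adjusted p = 0.338) and without shNS replicate 2 or shFTO replicate 2. RARA stood at 25.8 ± 0.744 and 26.8 ± 3.57 TPM (0.05, adjusted p = 0.583), with a negative sign under median scaling or without shFTO replicate 3. In all, 8437 genes passed, 4776 higher and 3661 lower, with 347 and 126 changed at least 2-fold. With median scaling 3759 were higher and 4612 lower.

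**Figure D3:**
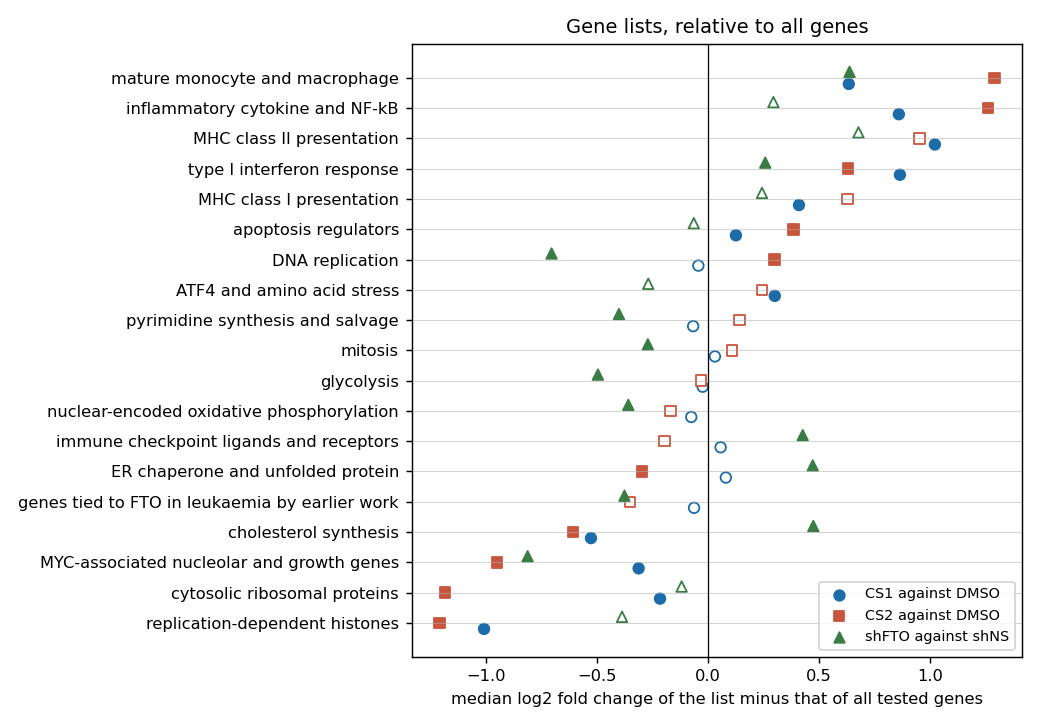
Median log2 fold change of each gene list minus the median of all tested genes (horizontal axis, log2) for the 19 lists called in at least 1 of CS1 against DMSO (circles), CS2 against DMSO (squares) and shFTO against shNS (triangles); filled symbols passed camera at an adjusted p under 0.05 with the preset correlation, open ones did not. Monocyte and macrophage markers lie at 0.63, 1.29 and 0.64, and cholesterol synthesis lies at -0.53 and -0.61 with the compounds and at 0.47 with the FTO hairpin.

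Responses to the compounds and to the FTO hairpin were then compared across genes, which are not independent replicates. VIM, an intermediate filament protein, rose in each, to 244 ± 12.4 TPM with CS1 and 334 ± 7.40 TPM with CS2 from 53.6 ± 4.35 TPM, and from 90.0 ± 0.714 to 328 ± 8.93 TPM with the hairpin. SCD, the stearoyl-CoA desaturase, fell after both compounds, from 995 ± 20.6 to 380 ± 10.5 and 265 ± 20.6 TPM. TRMT112, an activator of methyltransferases, fell after CS1 and the hairpin, and DKC1, the pseudouridine synthase dyskerin, fell after CS2 and the hairpin.

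In the values as deposited, genes that rose after both CS1 and CS2 numbered 4343 and 1389 fell after both, while 872 went opposite ways. With ribosomal RNA and mitochondrial-like entries removed, 3742 rose and 1760 fell after both. With median scaling only 3201 genes rose after CS1 in all, so fewer than 4343 can have risen after both. Fold changes of CS1 and CS2 had Pearson's r = 0.62 and a Spearman coefficient of 0.58 across 14951 genes. These comparisons share the DMSO libraries, and simulated unchanged groups against shared controls gave a mean r of 0.4284 with a covariance of 0.0091, against an observed covariance of 0.192. With the DMSO libraries divided between the compounds, in 6 ways, r lay between 0.54 and 0.583. In these 6 divisions between 3680 and 4048 genes rose after both, against 2227.5 to 2467.5 for independent calls. Between 1066 and 1198 fell after both, against 376.86 to 429.14. CS1 and the hairpin shared 2516 higher genes (1790.5 for independent calls, Fisher's exact p = 6.29e-150) and 932 lower genes (524.5, Fisher's exact p = 5.46e-98), with 1639 opposite, r = 0.26 and a Spearman coefficient of 0.23. For CS2 and the hairpin the numbers were 2894 higher (2365.5, Fisher's exact p = 4.63e-77) and 1417 lower (899.64, Fisher's exact p = 1.23e-108), with 2507 opposite, r = 0.23 and a Spearman coefficient of 0.21. With ribosomal RNA and mitochondrial-like entries removed, CS1 and the hairpin shared 2194 higher and 1249 lower genes. CS2 and the hairpin then shared 2825 and 1486. In all 3 comparisons 1976 genes were higher and 677 lower in the values as deposited. Calls of the hairpin independent of those shared by CS1 and CS2 would give 1387.3 and 340.12. With median scaling more called genes fell than rose in each comparison, and shared counts under it are not given here. Rises and falls were then 3201 and 5246 for CS1, 5199 and 5667 for CS2, and 3759 and 4612 for the hairpin.

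The difference between responses was itself tested. Cholesterol synthesis genes responded lower to CS1 than to the hairpin in 19 of 19 cases (19 adjusted over the list alone, relative median -1.10, camera adjusted p = 1.49e-13, adjusted p = 0.326 with an estimated correlation). They responded lower to CS2 in 16 of 19 cases and higher in 1 (18 and 1 adjusted over the list alone, relative median -1.15, camera adjusted p = 3.96e-08, adjusted p = 0.469 with an estimated correlation). DNA replication genes responded higher to CS1 than to the hairpin in 29 of 30 cases (30 adjusted over the list alone, relative median 0.60, camera adjusted p = 5.17e-09, adjusted p = 0.342 with an estimated correlation). They responded higher to CS2 in 28 of 30 cases (28 adjusted over the list alone, relative median 0.90, camera adjusted p = 3.96e-08, adjusted p = 0.469 with an estimated correlation). The response differed for 7380 genes between CS1 and the hairpin, 4638 higher and 2742 lower for CS1 (3756 and 4072 with median scaling). It differed for 9485 genes between CS2 and the hairpin, 5947 higher and 3538 lower for CS2 (4875 and 4684 with median scaling). The compounds and the hairpin differed in exposure and selection, and each was measured against its own control.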

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

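Of the tests in this part, the matching of ribosomal protein genes on length alone, the search over all 7-mers, the positions of the site in FTO, the genes with and without the site, and the share of rises after removal of the 500 abundant entries were chosen only after the result was seen, and the removal of ribosomal RNA and mitochondrial-like entries was chosen after seeing the data.

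The responses to the compounds and to the FTO hairpin differed by a test of the difference itself, for 7380 genes with CS1 and 9485 genes with CS2. For CS1 the difference of responses had a list median, not taken relative to all genes, of -1.05 for cholesterol synthesis, -0.64 for histones, -0.283 for ER chaperones, -0.264 for immune checkpoint genes and -0.0808 for ribosomal proteins. The ribosomal value depended on the scaling: it was -0.174 with median scaling and, under quantile normalization, -0.0051 where all genes had -0.0158, with 16 members higher and 18 lower, against 3 and 20 as deposited. The median was above 0 for DNA replication (0.644), interferon response (0.625), ATF4 and amino acid stress (0.608), inflammation and NF-kB (0.559), glycolysis (0.52), MYC-associated genes (0.404), apoptosis regulators (0.387), pyrimidine synthesis and salvage (0.385), mitosis (0.284) and oxidative phosphorylation (0.274), where the median of all genes was 0.0418. Under quantile normalization it was 0.126 for mitosis (11 higher and 5 lower, against 13 and 1), 0.138 for oxidative phosphorylation and 0.247 for apoptosis regulators. For CS2 it was, again not relative, -1.02 for cholesterol synthesis, -1.02 for histones, -0.888 for ribosomal proteins and -0.599 for ER chaperones. It was 1.16 for inflammation and NF-kB, 1.03 for DNA replication, 0.887 for ATF4 and amino acid stress, 0.733 for pyrimidine synthesis and salvage, 0.559 for mitosis, 0.535 for apoptosis regulators and 0.251 for oxidative phosphorylation, where the median of all genes was 0.127. Under quantile normalization it was 0.0703 for oxidative phosphorylation (13 higher and 7 lower, against 21 and 3), 0.312 for mitosis, 0.337 for apoptosis regulators and -0.585 for ribosomal proteins. These lists passed camera with the preset correlation, and none of them passed with an estimated one, where the adjusted p lay between 0.326 and 0.893 for CS1 and between 0.248 and 0.564 for CS2.

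Mitochondrial-like entries in DMSO replicate 2 took 8.394% of TPM, apart from the other DMSO libraries, whose highest share was 8.102%. Such a gap was looked for in 73 sets of 4 DMSO values, from the genes printed in the report and the library measures, and found in this 1, while chance gives about 1 in 20.

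More called genes rose than fell after each compound in the values as deposited, 72.35% after CS1 and 66.84% after CS2. With ribosomal RNA and mitochondrial-like entries removed, rises still made up 62.48% and 65.04% of calls, which argues against a lower share of these entries as the whole cause. The 500 entries with the highest mean TPM took 53.83% ± 0.226 of TPM in DMSO, 49.89% ± 0.793 with CS1 and 45.99% ± 1.11 with CS2, and with these removed the median log2 fold change of the other 14451 genes went from 0.0968 to -0.00468 after CS1 (-0.0206 to 0.0135 leaving out a library) and from 0.206 to 0.01603 after CS2 (0.00302 to 0.0343). Rises then made up 52.91% and 51.38% of calls, over 15808 genes, since rescaling brought more genes past the filter. A smaller share of abundant transcripts lifting the TPM of the others cannot be told apart from a rise of the other genes themselves, since rescaling the rest to a fixed total takes out either. A change of the RNA content of the cells, the biological alternative, was not tested, since TPM hold no absolute amounts.

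Messenger RNAs of ribosomal proteins fell together after CS2. Scaling between libraries as the whole cause is argued against by the list median of log2 fold changes, not taken relative to all genes, which was at most -0.698 under the scalings tried. Loss of short transcripts as such is argued against too. Genes matched on length and TPM had a median of 0.00746 (192 genes, median length 2394 nt against 1041 nt for the list). Genes matched on length alone had 0.155 (862 genes, 1100 nt). The list stood at -0.98 and the lowest of 10000 random lists at -0.53 and -0.28. Neither set matched the list on both, since the median of mean TPM was 509 and 27.8, against 1820 for the list. A loss confined to transcripts both short and abundant was therefore not tested. Another 18 genes known to carry a 5' terminal oligopyrimidine tract, the sequence through which growth signals control such messenger RNAs, had a median of -1.03 (-1.07 to -1.01 leaving out a library), and all 18 fell, against -0.239 at the lower 2.5th percentile of random lists matched on TPM. A response shared by messenger RNAs with this tract may therefore underlie the fall, a hypothesis found and tested on the same data, and other causes that such genes share stay open.

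After the FTO hairpin 12 called genes fell by at least as much as FTO, among them EEF1E1, ARHGDIA, TOMM40 and UNG, which bears on how far the hairpin acted through FTO alone. Among 7289 7-mers of the FTO transcript, CCTCGGT was enriched in the 3' UTRs of the 100 most fallen genes (18 of 100 against 45 of 2000 genes matched on length and GC content, Fisher's exact test, adjusted p = 1.13e-06), none was in the 100 most risen (smallest adjusted p = 0.267), and over all 16384 7-mers it was the 1 enriched (adjusted p = 2.53e-06, next 0.219). Off-target silencing through a hairpin seed could therefore account for part of the falls. Outside the genes in which the site was found enriched, those with it had a median log2 fold change of 0.00271 against 0.0644 without it (339 and 11449 genes). This adds little, since UTR length was not matched and after CS2 the medians were 0.168 and 0.218, while after CS1 they were 0.116 and 0.116. The site lies in FTO at chromosome 16, 53873833 to 53873839 (coding, exon 5) and 54114052 to 54114058 (3' UTR), but FTO holds 44.5% of all 7-mers, the hairpin sequence is not given in the sources used here, and of the 9 genes searched that fell as far as FTO 3 carry the site (ARHGDIA, TOMM40 and MIEN1), while EEF1E1, UNG and TRMT112 lack it. Loss of FTO activity shared with the inhibitors cannot be told apart for these 100 genes, whose relative median was -0.17 after CS1 (-0.248 to -0.136 leaving out a library; 20 fell, 21 rose) and -0.64 after CS2 (54 fell, 20 rose), since the values for CS1 lie between those that would speak for it and against it.

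Other splits of the samples were tried for each count. For CS1 against DMSO 1 of 35 splits, the real one, gave as many genes (7747, highest other 4722). For CS2 against DMSO it was likewise 1 of 35 (11079, highest other 8772). A chance split is therefore unlikely for either. A share of 1 in 35 is the smallest possible here and was not adjusted for the other counts. The splits do not tell what set the groups apart. The highest others set 3 DMSO libraries against the remaining DMSO library with the 3 treated ones. For shFTO against shNS (8437, highest other 3) and CS1 against CS2 (9963, highest other 2) the 10 splits are too few for a share under 0.05. For the differences of responses, 1 of 100 drawn regroupings, the real one, gave as many genes for CS1 (7380, highest other 4845) and for CS2 (9485, highest other 1948). For genes called in both of a pair it was again 1 of 100, with 5732 for CS1 and CS2 (highest other 3194). A chance regrouping of the samples is unlikely for the differences of responses and for this pair, again without adjustment for the other counts. The pairs with the hairpin had 3448 with CS1 (highest other 0) and 4311 with CS2 (highest other 0). For them the regroupings cannot decide, since other splits of the hairpin libraries called at most 3 genes and left almost none to share. They also say nothing of overlap beyond independent calls.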

How the results depend on the processing

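The removal of ribosomal RNA and mitochondrial-like entries and the ribosomal RNA covariate were chosen after seeing the data, the other alternatives before. All 147 named gene results kept their direction and their side of the threshold under both filters, a pseudocount of 0.1, robust variance, a fit to the compared groups alone, a replicate block, and both added alternatives; 144 did under quantile normalization and 141 under median scaling. FTO turned negative after CS1 (-0.0303 with quantile normalization, -0.0752 with median scaling) and after CS2 (-0.106 and -0.121). RARA turned negative after the hairpin with median scaling (-0.0381). Median scaling moves all genes of a comparison by the same amount, so rises smaller than that amount turn negative under it. It took the median of all genes from 0.0922 to -0.0857 after CS1 and from 0.199 to -0.0301 after CS2. For quantile normalization the cause was not tested. Leaving out a library, RARA ranged from -0.0538 (without shFTO replicate 3) to 0.122, FTO after CS1 passed without CS1 replicate 3 (0.16, adjusted p = 0.0274), ASB2 after the hairpin no longer passed without shNS replicate 2 (0.137) or shFTO replicate 2 (0.143), and FTO after the hairpin ranged from -1.89 to -1.82. A minimum change of 2-fold left 497 genes for CS1, 2231 for CS2, 473 for the hairpin, 1158 for CS1 against CS2, and 661 and 2304 for the differences of responses of CS1 and CS2, since it is stricter by construction. Lists called numbered 11, 10, 12 and 7 for CS1, CS2, the hairpin and CS1 against CS2; with an estimated correlation they numbered 0, 0, 0 and 0, with fry's directional test 24, 24, 23 and 22, and with its mixed test 27, 28, 27 and 28, since fry does not compare a list with other genes. The lists called in these comparisons had estimated correlations between 0.0821 (immune checkpoint genes) and 0.845 (ribosomal proteins), against the preset 0.01. Camera is stricter at a higher correlation, so fewer calls follow from the test itself. Whether this accounts for the whole loss was not tested. Without each library in turn, genes called ranged from 6671 to 7700 for CS1, 10341 to 10934 for CS2, 7357 to 8365 for the hairpin, 8980 to 9797 for CS1 against CS2, and 6658 to 7615 and 9071 to 9564 for the differences of responses; genes called in both ranged from 5026 to 5861, 2967 to 3633 and 3852 to 4471. Whether replicate numbers pair the samples stays open. Residual correlations between libraries of different groups lay between -0.00925 and 0.219 for the same number. For different numbers they lay between -0.179 and 0.136. With a replicate block 7834, 11108, 8920, 10325, 7913 and 9802 genes passed in the 6 comparisons. Of these, 7288, 10783, 8266, 9802, 7130 and 9288 also passed without it. With the ribosomal RNA covariate 5855 genes passed for CS1, 10311 for CS2 and 8315 for the hairpin. Depth is unknown, so what counting noise limits could not be assessed.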

Other observations

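Genes tied to m6A itself were not called as a group, and their balance depended on the scaling. Of 20 m6A writers, erasers and readers, 6 rose and 4 fell after CS1 (camera adjusted p = 0.227), 9 and 3 after CS2 (adjusted p = 0.846) and 6 and 7 after the FTO hairpin (adjusted p = 0.486), where 1 of the 7 is FTO, the target itself. With median scaling 0 rose and 13 fell after CS1, 6 and 12 after CS2, and 4 and 9 after the hairpin. Under quantile normalization the counts were 0 and 10, 6 and 10, and 8 and 7. METTL16, a writer of the mark, fell after CS1 from 26.0 ± 0.417 to 19.8 ± 1.54 TPM, and IGF2BP3, a reader, rose after the hairpin from 21.4 ± 0.929 to 43.7 ± 2.95 TPM. HOX and self-renewal genes were not called either, with 7 up and 7 down of 21 after CS1 (adjusted p = 0.466), 7 and 7 after CS2 (adjusted p = 0.296) and 9 and 6 after the hairpin (adjusted p = 0.864). With median scaling falls prevailed after the compounds, with 6 up and 12 down after CS1 and 4 and 11 after CS2, against 7 and 7 after the hairpin. Quantile normalization gave 6 and 13, 5 and 11, and 9 and 6. BMI1, a Polycomb protein of self-renewal, fell after CS2 from 390 ± 26.1 to 88.3 ± 8.37 TPM and rose after the hairpin from 147 ± 8.83 to 225 ± 11.03 TPM. The adhesion receptor CD44 rose in each, from 44.02 ± 1.79 to 75.4 ± 1.08 TPM with CS1 and 77.0 ± 2.81 TPM with CS2, and from 49.0 ± 0.454 to 68.1 ± 0.872 TPM with the hairpin. In the 17-gene stemness score, 5 of 8 tested genes rose and 2 fell after CS1 (adjusted p = 0.477), 3 and 4 after CS2 (adjusted p = 0.691), and 5 and 2 after the hairpin (adjusted p = 0.486).

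Targets of p53 were not called as a list (10 up and 2 down of 26 after CS1, adjusted p = 0.466; 17 and 4 after CS2, adjusted p = 0.224; 9 and 6 after the hairpin, adjusted p = 0.486). With median scaling the p53 targets gave 6 up and 6 down after CS1 and 13 and 6 after CS2, and under quantile normalization 8 and 7, and 14 and 5. CDKN1A rose after CS2 from 6.56 ± 0.376 to 101 ± 15.5 TPM, while XPC, a DNA damage sensor, fell from 31.1 ± 0.217 to 9.37 ± 0.967 TPM. Promyelocyte granule genes rose in 7 of 11 cases and fell in 2 after CS1 (adjusted p = 0.302), with 6 and 3 after CS2 (adjusted p = 0.71, 4 and 5 with median scaling) and 5 and 3 after the hairpin (adjusted p = 0.486). CEBPE, a transcription factor of granulocyte maturation, rose from 31.2 ± 1.59 to 72.8 ± 4.33 TPM with CS1 and 146 ± 3.43 TPM with CS2, while ELANE, the neutrophil elastase, fell with CS1 from 515 ± 46.1 to 219 ± 43.5 TPM. BPI, a bactericidal granule protein, rose with CS2 from 2.13 ± 0.179 to 29.8 ± 0.371 TPM. Immediate early genes rose in 9 of 17 cases and fell in 3 after CS1 (adjusted p = 0.442), with 13 and 4 after CS2 (adjusted p = 0.222) and 6 and 6 after the hairpin (adjusted p = 0.678). Counts adjusted over the list alone were the same for the lists named here, except after the hairpin, where they were 10 and 6 for p53 targets, 6 and 3 for promyelocyte granule genes and 6 and 7 for immediate early genes.

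Markers of other cell types gave no call by camera. Lymphocyte markers rose in 5 of 6 tested cases and fell in 0 after CS1 (adjusted p = 0.227, 3 and 0 with median scaling). After CS2 they gave 4 and 1 (adjusted p = 0.936, 0 and 1 with median scaling) and after the hairpin 2 and 1 (adjusted p = 0.701). Erythroid and megakaryocyte markers numbered 3 tested, with 0 up and 1 down after CS1 (adjusted p = 0.657), 2 and 1 after CS2 (adjusted p = 0.827) and 2 and 1 after the hairpin (adjusted p = 0.701). Of 5 epithelial and fibroblast markers 2 rose after CS1 (adjusted p = 0.475), 4 after CS2 (adjusted p = 0.221) and 3 after the hairpin (adjusted p = 0.0811), and 0 fell. With median scaling 2 rose in each comparison, and 2 fell after CS1. VIM, 1 of these markers, is also made by myeloid cells. Mitochondrially encoded genes were not analysed here. DEFA1 and DEFA1B, near-identical copies of a neutrophil defensin gene, are listed at 0 in the shFTO libraries against 19.0 ± 2.38 TPM in shNS and 0.5 ± 0.325 TPM in DMSO, and reads cannot be assigned to either copy with certainty.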
